A study of Mus musculus with 2 samples.

How the data were processed

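Small RNA sequencing was carried out on total RNA of mouse embryonic stem cells in which Dicer, the ribonuclease that cuts precursor hairpins into mature microRNAs (miRNAs), had been knocked out. The 2 samples, called library 1 and library 2 here after the numbers in their titles, form 1 group of 2 replicates. The descriptions name them C1 and H11 and give them different cell names, but do not say whether they are separate clones. No sample of another genotype is among them, so no comparison of knockout with wild-type cells was made. Libraries were made with the TruSeq small RNA kit and sequenced on a HiSeq2000, per the labels' protocols and the series' design text.

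The table deposited by the authors holds whole-number counts per mature miRNA, not normalized, with 1 column per sample whose name equals the sample's title. The labels name no adapter trimming, aligner, counting tool, genome build, miRBase release or treatment of reads that match several miRNAs. They mention no molecular identifiers, so counts may include amplification copies. Intervals and detection limits therefore cover counting error only. The table holds only counts assigned to miRNA names; the number of reads sequenced is not stated, and CPM, the counts scaled to a common total of 1000000, uses the total of the table. All 1907 rows name a miRNA, and both columns were used.

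Library totals were 45222 counts for library 1 and 37476 for library 2. One count corresponds to 22.1 CPM in library 1 and 26.7 CPM in library 2. A count of 0 was read as an upper limit of 3 counts, which is 66.3 CPM in library 1 and 80.1 CPM in library 2. A miRNA was called detected in a library with at least 10 counts. Shares of counts are given with 95% Wilson intervals per library and as mean ± SD over the 2 libraries.

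With 1 library on each side, no model with replicates can be fitted between the 2 libraries. Each miRNA with at least 10 counts in the 2 libraries together was therefore tested by Fisher's exact test, two-sided, on its count against the rest of its library. Calls needed a Benjamini-Hochberg adjusted p-value below 0.05 and a difference of at least 2-fold in CPM. This test compares 2 libraries, not conditions. Fold differences in which 1 library had 3 counts or fewer were computed against 3 counts. This keeps them from exceeding the plain ratio, but they are not confidence limits. The test was checked on simulated data, with Poisson counts drawn 10 times from the pooled shares and the real totals. In each draw 20 miRNAs outside the 10 most abundant were raised 4-fold in 1 of the 2 libraries. The test recovered 186 of 200 changed miRNAs, including all 82 with at least 50 counts in the real data, and called 4 of 1173 tests of unchanged miRNAs. Because every change was an increase, changed miRNAs had more counts than in the real data, so recovery at the real depth is overstated. The draws held counting noise only, while the real libraries differed by more than that. The 4 calls therefore do not give the rate of false calls between the real libraries. Agreement between the libraries was measured across miRNAs as Pearson's r and Spearman's rho of log2(CPM + 1), with intervals from 2000 bootstrap draws of miRNAs.

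Arm use was measured on 776 hairpins for which the table lists a 5p and a 3p product, the strands from the 5′ and the 3′ side of the hairpin; numbered genomic copies of a hairpin were merged. Hairpin positions come from GENCODE M21 (GRCm38), matched by name, because the table carries no coordinates and the authors' build is not stated. Of the 1907 names, 1879 matched at least 1 hairpin gene and 79 matched several.

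Fixed before the data were examined were the tests, the thresholds, the lists of miRNA families and the rule for naming miRNAs. That rule takes the 10 with the highest mean CPM, then miR-451a, miR-320-3p and miR-484, then up to 5 per direction with the largest fold difference among calls with a mean CPM of at least 100. The lists were the miR-290 cluster, miR-302 with miR-367, the miR-17 family clusters, let-7 with miR-98, miR-451, entries made without Drosha (miR-320, miR-484, miR-877, miR-702, miR-1981 and miR-1224), and entries known in general to match rRNA or tRNA, of which the table held miR-6236 and miR-6240. List membership was not checked against sequence. Also fixed then were the alternatives in count minimum, pseudocount, library scale, fold minimum, arm pairing and denominators, and leaving out each library. Alternatives chosen after seeing the data were the scale over miRNAs numbered 1000 or below, leaving out the 3 most abundant hairpins, leaving out the 10 most abundant miRNAs from the agreement, and the scalings of the chromosome 12 region. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, ViennaRNA 2.7.2 and R 4.3.3, with edgeR 4.0.16 for the TMM scaling factors only.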

Results

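Small RNAs of Dicer knockout mouse embryonic stem cells, which are self-renewing cells derived from the blastocyst, were profiled in duplicate. The table listed 1907 mature miRNAs with counts for 2 knockout libraries. Library 1 had 45222 counts and library 2 had 37476, a mean of 41349 ± 5477 (SD, n = 2). Dicer mRNA is not part of a miRNA table, so the loss of the targeted gene was not measured here. The design allowed a description of the miRNA counts that were present without Dicer and a comparison of the 2 libraries with each other.

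Most listed miRNAs gave no counts. In both libraries 1474 miRNAs (77.3%) were at 0, and 258 had a count in both. At a minimum of 10 counts, 94 miRNAs were detected in library 1 and 89 in library 2, a mean of 91.5 ± 3.54 (SD, n = 2). Of these, 80 were detected in both libraries, and they held 97.95% of the counts of library 1 and 97.91% of those of library 2. The number detected in both depended on the minimum and was highest, at 258, with a minimum of 10 CPM, which a single count exceeds at these depths. At this depth a miRNA with no count could still have made up 0.00663% of library 1 or 0.00801% of library 2.

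The 2 columns were first checked for holding the same library. Over 129 miRNAs with at least 10 counts in total, the chi-square statistic for equal composition was 2201 on 128 degrees of freedom. Without the 10 most abundant miRNAs the chi-square test gave 408.8 on 118 degrees of freedom (p = 1.03e-33). The columns thus differed by more than counting noise and are not 1 set of counts deposited in duplicate. The test does not show whether they come from separate RNA samples; they were counted as 2 samples because the labels give them as such.

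The counts were concentrated in a few entries. The same 10 entries led both libraries and held 87.2% of the counts of library 1 (95% Wilson interval 86.9 to 87.5) and 87.6% of those of library 2 (87.3 to 88.0), a mean of 87.4% ± 0.316 (SD, n = 2). Leaving out the most abundant entry before ranking gave 83.3%. Of these 10 entries, 6 carried miRBase numbers above 1000 and have no arm in their names.

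The most abundant entry was miR-3963, with 14612 counts in library 1 and 9512 in library 2, or 28.8% ± 4.90 of all counts (SD, n = 2). Its 71-nt precursor, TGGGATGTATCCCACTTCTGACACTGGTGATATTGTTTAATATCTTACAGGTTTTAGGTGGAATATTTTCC, lies between annotated genes on chromosome 3 at 151023792 to 151023862, minus strand (GRCm38, as for the other positions given). It was followed by miR-6240 at 16.7% ± 2.88 (SD, n = 2), with 6645 counts in library 1 and 7035 in library 2. The 117-nt precursor of miR-6240 lies between genes on chromosome 5 at 114851948 to 114852064, plus strand. The entry miR-5126 made up 11.9% ± 4.54 (SD, n = 2); its precursor lies on chromosome 1 at 84695839 to 84695915, opposite a UTR of Dner. The entry miR-6539, in an intron of Dock5 on chromosome 14 at 67859636 to 67859745, made up 8.32% ± 0.249 (SD, n = 2). The entry miR-5099, between genes on chromosome 12 at 36816205 to 36816278, made up 6.84% ± 0.298 (SD, n = 2). The entry miR-6236, between genes on chromosome 9 at 110281287 to 110281409, made up 2.10% ± 0.915 (SD, n = 2). Folding energies of the precursors of miR-6240, miR-6539 and miR-5126 were matched by 43.3%, 34.7% and 18.8% of their own sequences shuffled with the same dinucleotide content. Those of miR-6236, miR-3963 and miR-5099 were matched by 2%, 0.4% and 0%. These 6 entries held 72.3% of library 1 (71.9 to 72.7) and 77.2% of library 2 (76.8 to 77.7).

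The other 4 of the 10 were arms of hairpins with low miRBase numbers. The arm miR-182-5p had 3539 counts in library 1 and 2137 in library 2, or 6.76% ± 1.502 (SD, n = 2). The arm miR-183-5p made up 2.94% ± 0.767 (SD, n = 2). Their hairpins lie close together between genes on chromosome 6, minus strand, at 30165918 to 30165992 for Mir182 and at 30169668 to 30169737 for Mir183. The arm miR-21a-5p made up 1.97% ± 0.765 (SD, n = 2), and its hairpin lies in a UTR of Vmp1 on chromosome 11 at 86584067 to 86584158. The arm miR-293-5p made up 0.968% ± 0.142 (SD, n = 2), and its hairpin lies on chromosome 7 at 3220343 to 3220422, opposite a UTR of Nlrp12.

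**Figure D1:**
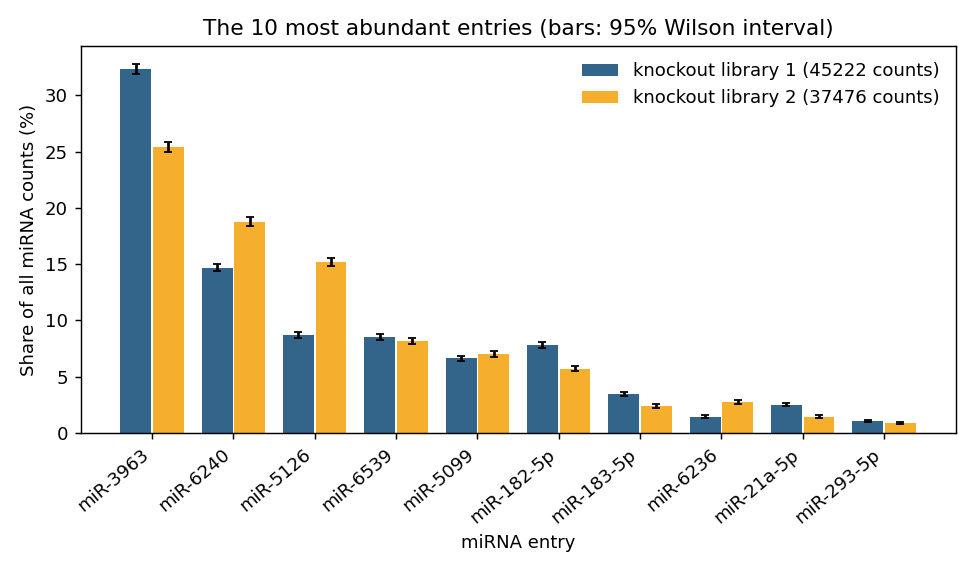
Share of all miRNA counts (y axis, %) of the 10 most abundant entries (x axis) in knockout library 1 (blue) and library 2 (yellow), with 95% Wilson intervals as error bars. The entry miR-3963 leads both libraries, at 32.3% in library 1 and 25.4% in library 2, and miR-6240, miR-5126 and miR-6236 take larger shares in library 2.

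All entries numbered above 1000 together, 1064 of those listed, held 74.3% of library 1 (95% Wilson interval 73.9 to 74.7) and 79.2% of library 2 (78.8 to 79.6), a mean of 76.8% ± 3.49 (SD, n = 2). The mean was 67.1% when the most abundant entry was left out. The remaining 843 miRNAs, numbered 1000 or below, held 11624 counts in library 1 and 7784 in library 2, or 23.2% ± 3.49 (SD, n = 2).

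Family shares were measured for lists of miRNAs with known roles or routes of processing. The miR-290 cluster, which is characteristic of embryonic stem cells, held 3.62% of library 1 (3.45 to 3.80) and 3.24% of library 2 (3.06 to 3.42), a mean of 3.43% ± 0.271 (SD, n = 2). The miR-17 family clusters held 1.06% ± 0.0462 (SD, n = 2). The let-7 family with miR-98 had 30 counts in library 1 and 12 in library 2, or 0.0492% ± 0.0243 (SD, n = 2); its share was 0.0663% in library 1 and 0.0320% in library 2. The list of miR-302 and miR-367 had 4 counts in each library, or 0.00976% ± 0.00129 (SD, n = 2). The entries miR-6236 and miR-6240, listed beforehand as matching rRNA, held 16.1% of library 1 (15.8 to 16.5) and 21.5% of library 2 (21.1 to 21.9), a mean of 18.8% ± 3.80 (SD, n = 2). Leaving the most abundant entry out of the denominator moved this share most, to a mean of 26.3%.

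The miRNA miR-451a is matured by Argonaute 2 without Dicer; its hairpin lies between genes on chromosome 11 at 78073170 to 78073241. It had 0 of 45222 counts in library 1, which allows a share of up to 0.00663%, and 0 of 37476 in library 2, which allows up to 0.00801%. It was therefore not detected above these limits. Transcription of its hairpin was not measured, so the absence of counts does not bear on processing without Dicer. The entries made without Drosha were, unlike miR-451a, listed as made with Dicer. They had 14 counts in library 1 and 18 in library 2, or 0.0395% ± 0.0121 (SD, n = 2). Among them miR-320-3p, from chromosome 14 at 70443510 to 70443591, had 5 counts in library 1 and 10 in library 2. The entry miR-484, opposite a UTR of Marf1 on chromosome 16 at 14159626 to 14159692, had 5 counts in library 1 and 2 in library 2.

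The arms of each hairpin were compared because Dicer releases both as a duplex. Over 776 hairpins listed with both arms, 5p arms held 9714 of 11781 counts in library 1, or 82.5% (95% Wilson interval 81.8 to 83.1). In library 2 they held 6091 of 7893 counts, or 77.2% (76.2 to 78.1), and the mean was 79.8% ± 3.74 (SD, n = 2). The 3 hairpins with the most 5p counts held 62.1% of all 5p counts. Without the 3 most abundant hairpins of each library the 5p share was 66.6% in library 1 and 60.4% in library 2, a mean of 63.5% ± 4.39 (SD, n = 2). Counted by hairpin, 49 of 71 hairpins with at least 10 counts had more 5p than 3p counts in library 1, and 41 of 66 did in library 2. Of 58 hairpins with at least 10 counts in each library, 36 had more 5p counts in both, 62.1% with an interval of 49.2 to 73.4. In 17 hairpins 3p counts were higher in both libraries, and in 5 the libraries differed or 1 of them had equal counts. No Dicer-containing sample was analysed here, so these shares cannot be set against those of normal cells.

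**Figure D2:**
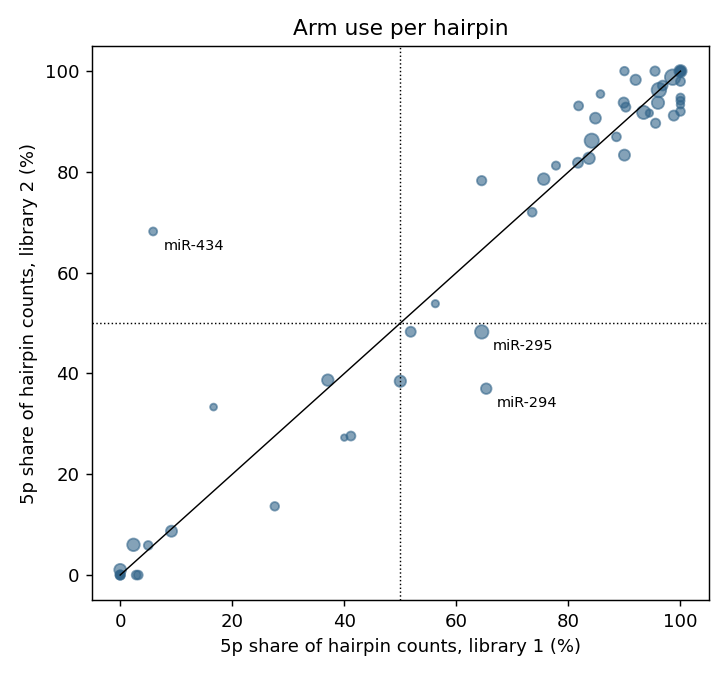
Share of 5p counts among all counts of a hairpin in library 1 (x axis, %) and library 2 (y axis, %) for 58 hairpins with at least 10 counts in each library; larger points have more counts, and dotted lines mark equal arms. Most points lie near the diagonal and near either end of the scale, while miR-434 has 5.88% in library 1 and 68.2% in library 2.

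Agreement between the libraries was measured over 103 miRNAs with at least 10 counts in either library. Across these miRNAs, which are not independent replicates, Pearson's r of log2(CPM + 1) was 0.94 (bootstrap 95% interval 0.89 to 0.97) and Spearman's rho was 0.88 (0.80 to 0.93). The median absolute difference was 0.45 on the log2 scale, and 81 of the 103 miRNAs differed by less than 2-fold. Taking in every miRNA with a count lowered r most, to 0.56.

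The libraries were then compared miRNA by miRNA. Of 129 miRNAs tested, 10 passed both thresholds, 6 with a higher share in library 2 and 4 with a higher share in library 1. They held 1.09% of the counts of library 1 and 0.979% of those of library 2. Without the fold minimum 25 miRNAs passed the adjusted threshold of Fisher's exact test. Of these, 8 were among the 10 most abundant entries, where counting error is small, and none of the 8 differed by more than 0.92 on the log2 scale. The 25 also include miR-669a-5p (300 and 156 counts) and miR-467a-3p (60 and 80). The log2 ratio of miR-669a-5p, -0.67, equals that of miR-669p-5p (50 and 26 counts). That of miR-467a-3p, 0.69, equals those of miR-467c-3p, miR-467d-3p and miR-467e-3p (6 and 8 counts each). Reads shared within these families may thus be counted more than once, which Fisher's exact test does not allow for. When the scale was the total over miRNAs numbered 1000 or below, every log2 ratio moved by 0.31 towards library 2. Under that scale 10 of 112 miRNAs passed, 9 of them higher in library 2 and 1 higher in library 1. When the total without the 10 most abundant miRNAs was used, 8 passed, 6 higher in library 2 and 2 higher in library 1.

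Among the miRNAs higher in library 2, miR-434-5p had 1 count in library 1 and 15 in library 2, 6.03-fold higher when computed against 3 counts (adjusted p = 0.000591, Fisher's exact test with Benjamini-Hochberg adjustment, as for the values that follow). Its plain log2 ratio was 4.18 with a counting SE of 1.49, so the size of the difference is uncertain. Its hairpin lies on chromosome 12 at 109594506 to 109594599, opposite an exon of Rtl1. The arm miR-101a-3p, from an exon of E130102H24Rik on chromosome 4 at 101346945 to 101347027, had 4 counts in library 1 and 17 in library 2, 5.13-fold higher (Fisher's exact test, adjusted p = 0.00926). The arm miR-411-5p, from between genes on chromosome 12 at 109710175 to 109710256, had 16 and 48 counts, 3.62-fold higher in library 2 (Fisher's exact test, adjusted p = 1.95e-05). The arm miR-541-5p, from an intron of Mirg on chromosome 12 at 109742409 to 109742498, had 21 and 55 counts, 3.16-fold higher (Fisher's exact test, adjusted p = 2.37e-05). The arm miR-181a-5p had 20 and 36 counts, 2.17-fold higher (Fisher's exact test, adjusted p = 0.0251), and this call was lost when miRNAs with few counts were not filtered out (adjusted p = 0.0844). It can come from 2 hairpins, on chromosome 1 at 137966455 to 137966541 and on chromosome 2 at 38852735 to 38852810.

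Among those higher in library 1, miR-466c-5p had 42 counts in library 1 and 6 in library 2, a 5.80-fold difference (Fisher's exact test, adjusted p = 1.95e-05). It belongs to a family of near-identical hairpins in an intron of Sfmbt2 on chromosome 2, where Mir466c-1 starts at 10481534 and Mir466c-2 at 10483966, and its counts are uncertain because the handling of shared reads is not stated. The arm miR-30d-5p, from chromosome 15 at 68341208 to 68341289, had 83 and 31 counts, a 2.22-fold difference (Fisher's exact test, adjusted p = 0.000777). The arm miR-21a-3p, from the same hairpin as miR-21a-5p, had 214 and 86 counts, a 2.06-fold difference (Fisher's exact test, adjusted p = 7.26e-08). The arm miR-30b-5p, from chromosome 15 at 68337415 to 68337510, had 67 and 27 counts, a 2.06-fold difference (Fisher's exact test, adjusted p = 0.00825). The last 3 fell under 2-fold when the library scale was the total over miRNAs numbered 1000 or below. On that scale miR-30b-5p had an adjusted p of 0.118 (Fisher's exact test). Under TMM scaling miR-30b-5p also fell just under 2-fold. So did miR-21a-3p and miR-30b-5p on the total without the 10 most abundant miRNAs. Because there was 1 library on each side, none of these differences has a replicate check.

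**Figure D3:**
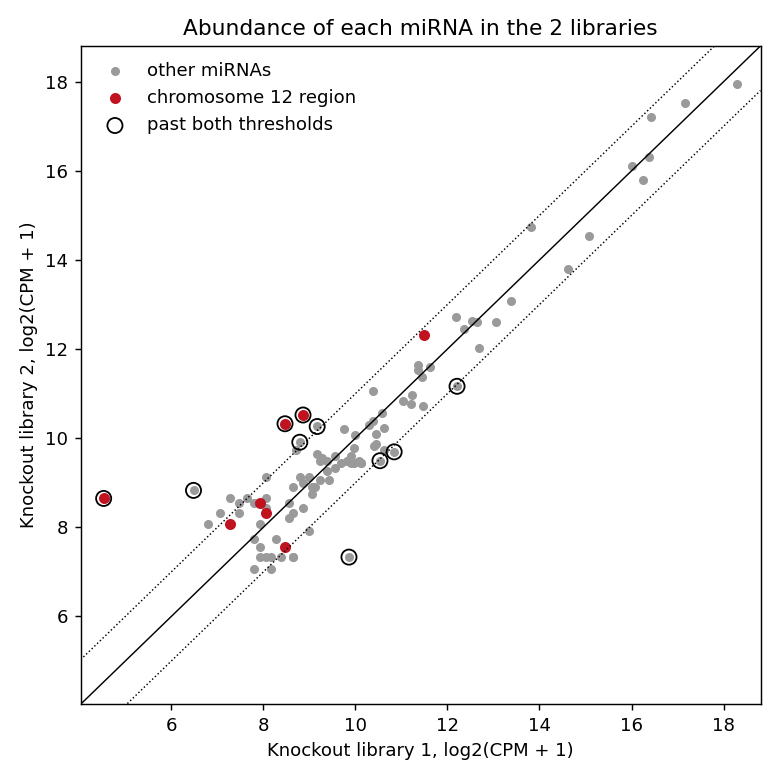
Abundance of 103 miRNAs in library 1 (x axis) and library 2 (y axis), both as log2(CPM + 1); the solid line marks equal values and the dotted lines 2-fold differences. Circles mark the 10 miRNAs past both thresholds, and red points the miRNAs of the hairpin region on chromosome 12 between 109544541 and 109747960, of which 3 are circled above the upper dotted line.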

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

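Where an alternative moved a result by more than its spread, its value is given here, and the cause was not tested unless stated. The number of miRNAs detected in both libraries, 80 at a minimum of 10 counts, was 144 at 3 counts, 29 at 50 counts and 258 at 10 CPM. The last follows from the depth, since 1 count already exceeds 10 CPM. The share of the 10 most abundant miRNAs fell from 87.4% to 83.3% without the most abundant one.

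Agreement between the libraries depended on which miRNAs entered. Pearson's r was 0.94 as reported, 0.56 without a filter, 0.97 with at least 100 counts in either library and 0.83 without the 10 most abundant miRNAs. Spearman's rho was 0.88, 0.67 without a filter and 0.93 with at least 100 counts. Pseudocounts of 0.1 and 10 CPM kept Pearson's r within its bootstrap interval; Spearman's rho uses ranks, which a pseudocount cannot change.

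The number of miRNAs that differed between the libraries was 10 as reported, 25 without a fold minimum and 3 with a 4-fold minimum. It was between 8 and 10 under the other scales and count filters. Of the 10 miRNAs, 9 were shared with the calls under TMM scaling, 8 with those on the total without the 10 most abundant, and 7 with those on the total over miRNAs numbered 1000 or below. The last scale excludes entries numbered above 1000 from the test. For the 10 miRNAs singly, 57 values under alternatives were computed: 43 kept their direction and their call, 14 kept their direction only, and 0 reversed. On the total over miRNAs numbered 1000 or below, miR-21a-3p, miR-30b-5p and miR-30d-5p lost their calls with log2 ratios of -0.74, -0.73 and -0.84. On that scale miR-30b-5p was no longer past the adjusted threshold either (Fisher's exact test, adjusted p = 0.118). Under TMM scaling miR-30b-5p fell just under 2-fold, with a log2 ratio of -0.999. On the total without the 10 most abundant, miR-21a-3p and miR-30b-5p did so, at -0.993 and -0.989. In these 3 cases the adjusted threshold was still passed.

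The mean 5p share, 79.8% as reported, was 72.2% without the most abundant hairpin of each library and 63.5% without the 3 most abundant. It did not move when entries with only 1 listed arm were allowed, a setting that changed neither library's value. Removing the most abundant entry from the denominator raised the mean shares by construction: to 4.85% for the miR-290 cluster, 1.49% for the miR-17 family clusters, 0.0137% for miR-302 with miR-367, 0.0551% for the entries made without Drosha and 26.3% for miR-6236 with miR-6240. It lowered the share of late-numbered entries from 76.8% to 67.1%, because the entry removed is one of them. Counting only miRNAs with at least 10 counts in both libraries gave 0.915% for the miR-17 family clusters and 0% for let-7 with miR-98, for miR-302 with miR-367 and for the entries made without Drosha, none of which had a member above that minimum in both. The miR-451 list had no counts, so no alternative could be computed for it.

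Leaving out 1 library in turn moved no group mean by more than 1 SD, which the arithmetic of 2 values fixes. The let-7 list with miR-98 alone changed by over 1.5 times, to 0.0320% without library 1. The values ranged from 37476 to 45222 for the total count and from 89 to 94 for detected miRNAs. The agreement and the differences between the libraries need both and could not be recomputed. No paired analysis was possible because there is only 1 group. Depth limits which miRNAs could be compared: 433 had a count in either library, but 129 reached the 10 counts needed for the test. The simulation covered 4-fold increases with counting noise only, of which it recovered 186 of 200, so recovery at the real depth may be lower.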

Other observations

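The tests of counting noise, of amplification and of carry-over, the matched lists, the GC test, the split of the late-numbered entries into 2 sets, and the choice of the patterns themselves were made after the results were seen. The tests of scaling, folding and a general arm shift were chosen before their own outcomes were seen.

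The miRNAs of 1 region of chromosome 12 had higher shares in library 2. Of the 10 miRNAs called between the libraries, miR-434-5p, miR-411-5p and miR-541-5p come from it. When GENCODE hairpin genes less than 100 kb apart were joined, 66 of them fell into this region, at 109544541 to 109747960 (GRCm38), which includes Rtl1 and Mirg. Its 53 miRNAs with a count had 257 counts in library 1 and 443 in library 2, although library 2 had fewer counts overall. The share was 2.08-fold higher in library 2 (Fisher's exact test, p = 1.20e-21), and 42 of the 53 miRNAs went that way. Among 21 groups of joined hairpins with at least 50 counts, 7 differed at an adjusted p below 0.05 by Fisher's exact test, 2 higher in library 2 and 5 higher in library 1. Of the 5, the group ending with Mir669h on chromosome 2 (592 and 374 counts) may hold reads counted more than once. The other group higher in library 2 lies on chromosome X at 53047997 to 53054349, with 25 and 40 counts (1.93-fold). A difference of similar size in the opposite direction was found on chromosome 15, where Mir30b and Mir30d had 166 and 67 counts (0.487 times as high in library 2, Fisher's exact test, adjusted p = 2.13e-06). The group with Mir182 and Mir183 was 0.715 times as high in library 2 (Fisher's exact test, adjusted p = 6.20e-55). With a distance of 10 kb, 2 groups of at least 50 counts lay in the region, one with 162 and 241 counts (1.80-fold) and one with 91 and 193 counts (2.56-fold).

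Several technical explanations were tested for the chromosome 12 region. Counting noise of a few called members was argued against, since the 49 miRNAs left without miR-434-5p, miR-411-5p, miR-541-5p and miR-127-3p, those past the adjusted threshold, had 88 and 135 counts (1.85-fold, Fisher's exact test, p = 5.58e-06). Amplification of a few molecules was argued against as the whole cause, since 38 of these 49 miRNAs (77.6%) were higher in library 2 against 150 of 306 other miRNAs with up to 25 counts (49.0%; Fisher's exact test across miRNAs, p = 0.000185). Scaling was tried with 3 other scales, under which the lowest ratio was 2.14. All 3 moved every log2 ratio towards library 2, by 0.04 to 0.31, so they could not have lowered the ratio. They do not decide whether a scale in the other direction would weaken it. Chance among miRNAs of the same abundance was argued against. In 0 of 10000 random lists matched on total count, drawn from 359 miRNAs outside the region that were not past the adjusted threshold, was the percent higher in library 2 or the pooled log2 ratio as high as in the 49 members (0.89), which puts both at percentile 100. The 7 of these members with at least 10 counts had a median log2 ratio of 0.76, with a pseudocount of 0.5 counts, at percentile 96.63 among lists matched on mean CPM, which alone would not exclude chance. GC content of the hairpins was argued against as the whole cause. Over 117 tested miRNAs outside the region the log2 ratio rose by 0.025 ± 0.007 (SE) per percent GC, but the hairpins of the 49 members had a mean GC content of 50.003% against 49.781%, so the trend predicts a log2 shift of at most 0.00882 (upper 95% limit from the SE of the slope). After a linear fit on GC the median residual of the 7 members was 0.75, at percentile 91.46 among lists matched on mean CPM. What stays open is whether the difference belongs to the cells or to the handling of each culture and library, which cannot be told apart with 1 library per cell name. Carry-over of miRNAs from Dicer-containing cells was not tested for this region and also stays open. A difference between the 2 cell populations in transcription of this region, which is known to be imprinted, is a candidate explanation that these data leave untested. Not all members went this way; miR-434-3p had 16 counts in library 1 and 7 in library 2.

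Arm use differed between the libraries in 3 of 67 hairpins with at least 20 counts (Fisher's exact test, adjusted p below 0.05; 5 at an unadjusted p below 0.05). The miR-434 hairpin had 1 5p and 16 3p counts in library 1 but 15 5p and 7 3p counts in library 2 (Fisher's exact test, adjusted p = 0.00278). With so few counts and no molecular identifiers, this value rests on few molecules, and no explanation was tested. The miR-295 hairpin fell from 64.5% to 48.2% 5p (Fisher's exact test, adjusted p = 6.43e-06) and miR-294 from 65.3% to 37.0% (adjusted p = 0.0210). Together their log2 odds of 5p against 3p counts changed by -1.06 ± 0.17 (counting SE) from library 1 to library 2. A shift of all hairpins towards 3p was tested on pooled counts. Hairpins outside the miR-290 cluster, without the 3 most abundant, changed by -0.32 ± 0.07, in the same direction but less. This value does not settle the question, because pooled counts also move when hairpins change in abundance and not in arm use. The hairpin miR-669a had 300 and 156 5p counts, which may include reads counted more than once, and no 3p counts. The hairpin miR-127 had 131 and 190 3p counts, with 0 and 2 5p counts. Tested singly, only miR-434 outside the cluster passed the adjusted threshold, and it moved towards 5p. The other hairpins of the cluster changed by 0.14 ± 0.18, but by -0.25 ± 0.24 without miR-290a, so they do not settle whether the rest of the cluster moved. Carry-over of miRNAs from Dicer-containing cells may raise abundant 3p arms. The pooled 3p share of the other hairpins of the cluster was 0.754 times as high in library 2 as in library 1, but miR-290a decided this value, and without it the ratio was 0.999. Carry-over stays open, since the relative levels of these arms in Dicer-containing cells were not analysed here.

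The 6 late-numbered entries that held most counts raise the question of whether their reads come from miRNA hairpins. Each precursor in GENCODE was folded with ViennaRNA and compared with 1000 shuffles that keep its dinucleotide content. The 4 abundant precursors numbered 1000 or below, Mir182, Mir183, Mir21a and Mir293, folded as stably in at most 0.2% of shuffles. Of the late-numbered ones, Mir6240 was matched by 43.3% of shuffles, Mir6539 by 34.7%, Mir5126 by 18.8% and Mir6236 by 2%, the lowest of these 4. The shuffles measure stability beyond base composition, not stability itself: Mir5126 had the lowest energy per nucleotide of the 10 precursors, at -0.63 kcal/mol. Of 100 randomly drawn precursors numbered 1000 or below, 71 fell under 1% of 200 shuffles, and of 100 numbered above 1000, 44 did, while the median energies per nucleotide were -0.42 and -0.39 kcal/mol. Since many precursors of either kind miss the limit, reads of other RNAs counted under miR-6240, miR-5126, miR-6539 and miR-6236 stay an open explanation. The precursors of miR-3963 and miR-5099 folded more stably than most of their shuffles, with at most 0.4% as stable (0.4% for Mir3963 and 0% for Mir5099). These 2 were set apart after the values were seen, so the values are a description and not a separate test. Stability alone does not show that their reads are miRNAs, and read sequences and lengths were not analysed here. Reads of other RNAs therefore stay an open explanation for miR-3963 and miR-5099 as well. No biological explanation was tested for this pattern, since the design gives no second group.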
